# Microarray Analysis of Paramylon, Isolated from Euglena Gracilis EOD-1, and Its Effects on Lipid Metabolism in the Ileum and Liver in Diet-Induced Obese Mice

**DOI:** 10.3390/nu13103406

**Published:** 2021-09-27

**Authors:** Seiichiro Aoe, Chiemi Yamanaka, Kento Mio

**Keywords:** paramylon, abdominal fat, DNA microarray, gene ontology, PPAR signaling

## Abstract

We previously showed that supplementation of a high fat diet with paramylon (PM) reduces the postprandial glucose rise, serum total and LDL cholesterol levels, and abdominal fat accumulation in mice. The purpose of this study was to explore the underlying mechanism of PM using microarray analysis. Male mice (C57BL/BL strain) were fed an experimental diet (50% fat energy) containing 5% PM isolated from *Euglena gracilis* EOD-1 for 12 weeks. After confirming that PM had an improving effect on lipid metabolism, we assessed ileal and hepatic mRNA expression using DNA microarray and subsequent analysis by gene ontology (GO) classification and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis. The results suggested that dietary supplementation with PM resulted in decreased abdominal fat accumulation and serum LDL cholesterol concentrations via suppression of the digestion and absorption pathway in the ileum and activation of the hepatic PPAR signaling pathway. Postprandial glucose rise was reduced in mice fed PM, whereas changes in the glucose metabolism pathway were not detected in GO classification and KEGG pathway analysis. PM intake might enhance serum secretory immunoglobulin A concentrations via promotion of the immunoglobulin production pathway in the ileum.

## 1. Introduction

Obesity and overweight are worldwide problems caused by lifestyle and genetic backgrounds [1]. Abdominal fat obesity causes a pro-inflammatory status in several organs, such as the liver, adipose tissue, and the pancreas [2]. Chronic inflammation induces glucose intolerance, dyslipidemia, and an impaired immune defense system, which suggests that lifestyle changes, especially dietary habits, are very important. Dietary fiber is a beneficial food component, which is reported to improve obesity-related diseases [3]. Viscous or fermentable dietary fibers improve glucose intolerance [4], prevent body-weight gain [5], and improve dyslipidemia [6,7].

Beta-glucans are dietary fibers with very different physiological functions, depending on their origin and structure. Beta-1,3-1,4-glucan is a typical viscous and fermentable dietary fiber found in cereals; it is reported to play a crucial role in the modification of obesity-related disorders. Oat β-glucan reduces postprandial glucose increases [8,9] and serum LDL cholesterol levels in hypercholesterolemic subjects [9]. Barley β-glucan reduces the abdominal fat area [10] and improves glucose intolerance [11]. Beta-1,3-1,6-glucan, found in yeast and mushroom, is an almost insoluble dietary fiber, reported to enhance the immune response via dectin-1 [12].

Paramylon (PM) is a β-1,3-glucan, found in *Euglena gracilis* at levels of 20–70% (dry weight basis). It has been reported that PM has various effects, including an immunomodulating effect [13,14,15]. β-1,3-glucan has a triple helix structure and is classified as an insoluble dietary fiber [16]; therefore, it is considered that the physiological properties of PM differ from those of cereal β-glucan or yeast and fungal β-glucan.

There are very few reports on the effects of PM intake on metabolic disorders. Recent studies reported that PM did not have anti-obesity or anti-inflammatory effects in mice fed a high fat diet [17,18]; however, this may have been due to insufficient PM supplementation of the experimental diets [19]. We previously reported that PM had a beneficial effect in preventing obesity related parameters; in particular, abdominal fat accumulation and serum LDL cholesterol levels. We also observed an amelioration in postprandial glucose levels [20]. The mechanism underlying the anti-obesity effect of PM intake is unknown; the purpose of this study was to investigate the potential mechanism of PM modulation of lipid metabolism using DNA microarray with gene ontology (GO) classification and Kyoto Encyclopedia of Genes and Genome (KEGG) pathway analysis. It is reported that “GO characterizes the relationship between genes by specifically annotating and categorizing a gene product’s molecular function and associated biological process” [21]. The KEGG pathway is a collection of pathway maps which includes molecular interactions, reaction and relationship networks for metabolism, genetic information processing, and cellular processes [22].

## 2. Materials and Methods

### 2.1. PM Isolation and Dietary Fiber Analysis

Kobelco Eco-Solutions Co., Ltd., (Kobe, Japan) provided PM powder isolated from *Euglena gracilis* EOD-1, which is known for its high yields of PM [23]. In accordance with previously reported culture conditions, glucose was used as the carbon source [20]. Total dietary fiber was 97.8 g/100 g, determined by the AOAC 991.43 method [24].

### 2.2. Animals and Study Design

Twenty C57BL/6J mice (4 week old, male) were purchased from Charles River Laboratories Japan (Yokohama, Japan). They were maintained on a 12 h light/dark cycle from 8:00 to 20:00. Mice were individually housed in plastic carbonate cages and given ad libitum access to water. This animal experiment was approved by the Otsuma Women’s University Animal Research Committee (No. 19003, Tokyo, Japan) and was performed in accordance with the Regulation on Animal Experimentation at Otsuma Women’s University. Mice were pre-reared for 7 d before being randomly divided into two groups (*n* = 10 per group) and fed the experimental diet containing 50 g/kg cellulose (control) or 51.2 g/kg PM (corresponding to 5% dietary fiber). Dietary compositions are shown in Table 1. The experimental diets were given to mice ad libitum for 12 weeks. The food intake and body weight of each mouse were measured three times per week during the experimental period. After eight hours of fasting, blood samples were withdrawn from the heart after isoflurane/CO_2_ euthanasia. Serum was collected by centrifugation for lipid analysis. Liver, cecum with digesta, and abdominal fat (epididymal, retroperitoneal, and mesenteric fat) were dissected and weighed. Liver tissue and tissue of the ileum near the cecum (150 mg), were soaked in RNAprotect reagents (Qiagen, Hilden, Germany), and a freeze-dried residue of liver tissue was stored at −20 °C until cholesterol and triglyceride assays were performed.

### 2.3. Serum and Hepatic Biochemical Analysis

Hitachi 7180 auto-analyzers were used to analyze serum total, low-density lipoprotein (LDL), and high-density lipoprotein (HDL) cholesterols, triglycerides, non-esterified fatty acids (NEFA), and ketone body concentrations at Oriental Yeast Co., Ltd. (Shiga, Japan). Enzyme-linked immunosorbent assay (ELISA) was used to measure serum insulin (mouse insulin ELISA kit, Shibayagi Co., Ltd., Gunma, Japan) and sIgA concentrations (ELISA Kit for Secretory Immunoglobulin A, Cloud-Clone Corp., Katy, TX, USA). Hepatic cholesterol and triglyceride levels were analyzed according to a previous report [20,25].

### 2.4. Oral Glucose Tolerance Test

The experimental diets were given to mice for 12 weeks and an oral glucose tolerance test (OGTT) was performed, after 8 h fasting, during the final week. After oral glucose gavage (1.5 g/kg), a glucometer (Glutest Ace R, Sanwa Kagaku Kenkyusho Co., Ltd., Aichi, Japan) was used to measure blood glucose levels from the tail tip at 0, 15, 30, 60 and 120 min.

### 2.5. DNA Microarray Analysis

Total RNA in ileum and liver tissues were extracted using the RNeasy Mini kit (Qiagen, Hilden, Germany), according to the manufacturer’s instructions. The RNA integrity number (RIN) of all total RNA samples was analyzed and samples with values greater than 6.5 were pooled by equal mixing for each group (*n* = 10 per group) before DNA microarray analysis [26]. Procedures for microarray analysis were performed according to the manufacturer’s instructions and are described in the Supplementary File. The Gene Expression Omnibus (GEO) accession number is GSE181289.

Expression measurement annotations for upregulated and downregulated genes in each group probe were mapped to gene names using the Transcriptome Viewer (Kurabo Industries Ltd., Neyagawa, Osaka, Japan). Genes were regarded as differentially expressed when their fold change was higher than 1.3 or less than 0.77. All of the differentially expressed genes (DEGs) were characterized by their biological processes, cellular components, and molecular functions. GO enrichments were analyzed using clusterProfiler V3.6.0 (ver. 1.3.1093, R-Tools Technology Inc. (Richmond Hill, ON, Canada)). In the present study, the pathview package in R studio was used to identify and visualize the KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways of the DEGs involved in lipid metabolism.

### 2.6. Expression Analysis of mRNAs Related to Lipid Metabolism in Liver and Ileum

Real-time PCR primer sequences are listed in Supplementary Table S1. mRNAs involved in liver and ileal metabolism were analyzed using SYBR^®^ Green PCR master mix (Thermo Fisher Scientific, Waltham, MA, USA) and the Applied Biosystems Quant3 real-time polymerase chain reaction (PCR) system. Data analysis was performed using the 2^−ΔΔCT^ method, where the threshold cycle (CT) indicates the fractional cycle number at which the amount of amplified target reaches a fixed threshold. The ΔCT was calculated from the difference of threshold cycles between reference gene (36B4) and target genes. The difference between the ΔCT for test diet and control diet determined the ΔΔCT. Relative expression levels are expressed as fold changes from the control group (arbitrary unit/36B4).

### 2.7. Statistical Analysis

Based on our previous measurements [20], a total of 20 mice (10 mice per group) were determined to be required in this study. Statistical data were presented as mean ± SE (standard error of the mean). Significant differences (*p* < 0.05) between group means were determined by Student’s *t*-test or Mann-Whitney U test. JMP (version 15.0, SAS Institute Inc., Cary, NC, USA) and R software were used for the statistical analyses.

## 3. Results

### 3.1. Food Intake, Body Weight and Organ Weight

Table 2 shows the growth parameters (food intake, body weight, and food efficiency ratio) in mice fed PM. The final weight and body weight gain were almost equal between the two groups. The organ weights in mice fed paramylon are shown in Table 3. Retroperitoneal and epididymal fat accumulation were lower in the PM group in comparison with the control group (*p* < 0.05). No significant differences in the weights of the liver and the cecum, and in their contents, were observed between the groups.

### 3.2. Oral Glucose Tolerance Test (OGTT)

Figure 1 shows the following results of the OGTT: blood glucose levels were significantly lower at 15 min and 120 min in the PM intake group in comparison with the control (*p* < 0.05). Blood glucose levels at the other time points or in the IAUC (data not shown) were not statistically significant between the groups.

### 3.3. Biochemical Analysis of Serum and Liver Lipids

Table 4 shows the serum lipid concentrations. Significant reductions in the serum total and LDL cholesterol levels were observed in the PM group in comparison with the control group (*p* < 0.05). No significant differences in other serum lipids, ketone body, and insulin concentrations were observed between the two groups. The Hepatic lipid contents are shown in Supplementary Table S2; no significant differences in cholesterol and triglyceride contents were observed between the experimental groups. The Serum sIgA concentrations are shown in Figure 2. The Serum sIgA concentrations were significantly higher in the PM group when compared with the control group (*p* < 0.05).

### 3.4. Gene Ontology (GO) and KEGG Pathway Analysis of DEGs

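Gene expression was measured on 4 Affymetrix mouse gene arrays, 1 each for the ileum of the control group, the ileum of the PM group, the liver of the control group and the liver of the PM group. Male C57BL/6J mice had been fed a high-fat diet with cellulose (50 g/kg, control group) or with paramylon (51.2 g/kg, PM group), a storage beta-glucan of Euglena, for 12 weeks. Each array was hybridized with RNA mixed in equal parts from 10 mice, so the arrays hold no replicates, the spread between mice cannot be seen, and no p-value is given for any array value. The authors made log2 expression values with robust multichip analysis (RMA) in Expression Console 1.3, and these deposited values were used as they stand. The fold change of a probe was calculated as 2 to the power of its log2 value in the PM group minus that in the control group, and probes above 1.3 or below 0.77 were taken as upregulated or downregulated, as in the paper's methods. The value table has 41345 probes. A platform annotation names 1 gene for 23521 of them and several genes for 1814, and the other 16010 are not named here. The 23521 probes give 22180 genes, and a gene with several probes was given their mean. Across all probes the correlation between the control group and the PM group was 0.994 in the ileum and 0.995 in the liver. The values of the control and PM arrays were exactly identical for 57.9% of probes in the ileum and 60.2% in the liver. The median fold change of many gene lists is therefore exactly 1 by ties. Values also repeat within an array, with 17687 distinct values among the 41345 probes of the ileum control array. The median log2 value was 3.98 on both ileum arrays and 2.75 on both liver arrays, so levels are not compared between the tissues. Gene lists for pathways and cell types were fixed before the data were examined, and the median of a list was set against 10000 random lists of genes of similar level, as a description of these arrays. The lists were written from general knowledge and are not the KEGG or GO lists of the paper.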

A total of 41,345 mRNAs were screened. 

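In the ileum, the largest decreases among named genes were larger than the largest increases. Among genes with 1 symbol and a level at or above the median of all probes, the lowest log2 ratios of the PM group over the control group were those of Mptx1, a mucosal pentraxin (-4.96), and Retnlb, an antimicrobial protein of goblet cells (-4.47). The chymotrypsinogen Ctrb1 (-3.05), the lactase gene Lct (-2.84), Tgm3 (-2.61), the phospholipase Plb1 (-2.18) and the carbonic anhydrase Car2 (-1.95) were also among the 10 lowest. The other 3 had a PM value below 3.67, the level under which most probes of silent receptor genes lie, so only a lower bound against that level is given: Sycn, a protein of pancreatic zymogen granules, was at least 8.42-fold lower, Car1 at least 5.98-fold and the pancreatic carboxypeptidase Cpb1 at least 3.73-fold. Among the 10 highest were the serum amyloid gene Saa3 (1.60), the immunoglobulin light chain gene Iglv1 (1.59), Plet1 (1.34), Gpnmb (1.27), Ubd (0.92), Mir194-2 (0.85) and the chemokine Cxcl9 (0.80), and, from control values below the same level, Clec4e, a receptor of macrophages (at least 1.68-fold higher), Csta2 (at least 1.67-fold) and Rbx1-ps (at least 1.32-fold). Over all 41345 probes, 1449 were above 1.3 and 1614 were below 0.77. Of these 3063 probes, 333 have 1 gene symbol, 41 have several and 2689 are not named here. The 5333 probes numbered below every annotated probe hold 1951 of them. Among probes with 1 gene symbol, 136 (0.578%) were above 1.3 and 197 (0.838%) below 0.77. Olfactory and vomeronasal receptor genes, which are silent in the gut, give the level of background change: 1.37% of their 1383 probes were above 1.3 (exact 95% interval 0.829% to 2.14%, counting error only) and 1.23% were below 0.77. Both shares were larger than among probes with 1 gene symbol, but the levels are not matched. The median level was 2.13 for the receptor probes and 4.55 for probes with 1 gene symbol. The receptor shares therefore say nothing on noise at higher levels or on spread between mice.

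**Figure D1:**
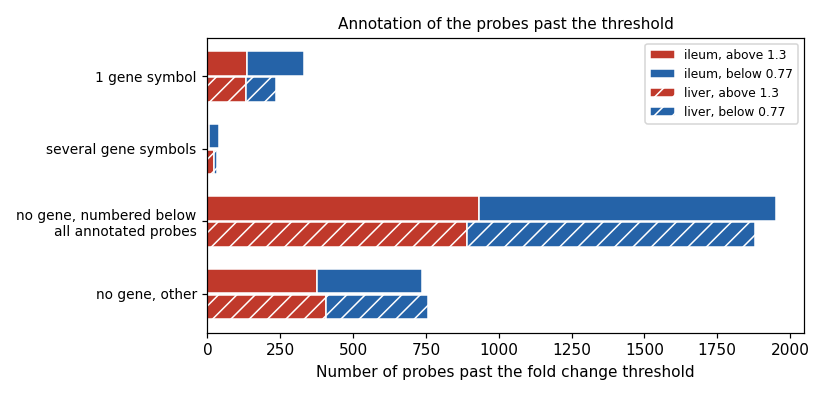
Number of probes above 1.3 (red) and below 0.77 (blue) in the ileum (plain bars) and the liver (hatched bars), by the annotation of the probe. In both tissues the longest bars are those of the 5333 unnamed probes numbered below every annotated probe, with 1951 in the ileum and 1881 in the liver.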

In the ileum, 1449 mRNAs were upregulated (>1.3 log-ratio), and 1614 mRNAs were downregulated (<0.77 log-ratio). 

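Genes of immune cells and of the acute phase were among the most upregulated genes of the liver, and the most downregulated was Cyp2b9, a cytochrome P450 of drug and steroid metabolism, with a log2 ratio of -1.13. The chemokine gene Ccl5 had a log2 ratio of 1.03, the MHC class II gene H2-Ab1 of 0.88 and the serum amyloid gene Saa2 of 0.65. Other genes at the upper end were 2610005L07Rik (1.10), Gm10335 (0.85), the small nucleolar RNA genes Snord72 and Snord42b (both 0.83), Gm4841 (0.71) and, from control values below 2.70, the background level of the liver by silent receptor genes, Rbx1-ps (at least 1.42-fold higher) and Gm5150 (at least 1.30-fold). Of the 41345 probes, 1454 were above 1.3 and 1452 were below 0.77, of which 133 and 103 have 1 gene symbol (0.565% and 0.438% of such probes). Among the 1383 probes of olfactory and vomeronasal receptors the shares were larger, with 0.868% above 1.3 and 1.37% below 0.77. Their median level was 1.78, against 3.13 for probes with 1 gene symbol, so these shares hold for low signal only. With a threshold of 1.5-fold in either direction the numbers were 690 and 694.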

In the liver, 1454 mRNAs were upregulated (>1.3 log-ratio), and 1452 mRNAs were downregulated (<0.77 log-ratio). 

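Genes of cholesterol synthesis were higher as a group in the liver of the PM group. Of 17 measured genes, 2 were above 1.3, none was below 0.77, and the list's median log2 ratio of 0.10 lay at percentile 100 among the matched random lists. Fdps, which makes farnesyl diphosphate, went from a log2 value of 8.06 to 8.48 (log2 ratio 0.41), and Cyp51, lanosterol demethylase, from 7.59 to 7.98 (0.39). The next were Pmvk (0.30), the squalene epoxidase Sqle (0.20), Nsdhl (0.18) and Lbr (0.14), all below the threshold. Cyp51 lay near the threshold: the number above 1.3 was 1 of 17 when the 2 liver arrays were quantile-normalized to each other and when the trend with level was removed.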

GO enrichment analysis of the liver showed that the top 15 GO terms in DEGs with a greater than 1.3 (log-ratio) fold change included ‘cholesterol metabolic process’, ‘secondary alcohol metabolic process’, and ‘sterol metabolic process’ (Figure 3). 

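Downregulated genes of the liver were few among those with a gene name, and apart from Cyp2b9 most of the lowest lay at low signal. After Cyp2b9, which went from a log2 value of 9.62 to 8.49, the 9 lowest log2 ratios included those of Olfr1269 (-0.81), Calm5 (-0.75) and BC048507 (-0.66). The other 6 had PM values at background level: Cypt1 was at least 1.59-fold lower, Xlr3c at least 1.45-fold and Defa22 at least 1.39-fold, and Mir3098, Gm4553 and Olfr884 were not past 0.77 when set against that level. Olfr1269 was the brightest of these 9, at 4.70 in the control group, and the other 8 lay lower than that. Of 16 measured xenobiotic cytochromes P450, 2 were below 0.77 and none was above 1.3. These were Cyp2b9 and its relative Cyp2b13, which fell to background level (at least 1.30-fold), and Cyp3a11 had a log2 ratio of -0.35.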

No GO terms for DEGs with a less than 0.77 (log-ratio) fold change were detected in the liver.

GO enrichment analysis of the ileum showed that almost all of the top 15 GO terms in DEGs with a greater than 1.3 (log-ratio) fold change were involved in the immune response (Figure 4). 

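Genes of chemokines and the acute phase were among the upregulated genes of the ileum. Of 47 chemokine and chemokine receptor genes, 3 were above 1.3, where matched random lists held 0.267 on average, and 1 was below 0.77. Ccl5, which attracts T cells, went from a log2 value of 7.41 to 8.05, Cxcl10 had a log2 ratio of 0.41, and the gene below 0.77, Cxcl3, lay at background level on both arrays. Of 19 acute phase genes, Saa3 and Hp (0.46) were above 1.3 (0.125 on average in random lists). Among 15 macrophage and dendritic cell markers the lysozyme gene Lyz2 (0.69) was above 1.3, with Itgam and Cd68 at 0.38 each, and of 19 interferon response genes Ifit1 (0.44) was; 1 gene above 1.3 is within the range of the random lists for both groups. No gene passed the threshold among 13 T cell markers, with Gzma at 0.31 and Cd3g at 0.29, or among 20 markers of B cells and follicles, with Spib at 0.18 and Cd79a at 0.17. Of 8 markers of the epithelium over lymphoid follicles, Tnfaip2 (0.48) was above 1.3, also within that range.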

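Lipid-digesting enzymes were among the downregulated genes of the ileum. Of 15 measured secreted lipases and phospholipases, 3 were below 0.77 and none was above 1.3. Cel, the bile salt-stimulated lipase of pancreatic juice, went from a log2 value of 4.61 to background level (at least 1.92-fold lower), the pancreatic lipase relative Pnliprp1 from 5.10 to 4.04 (log2 ratio -1.06) and the phospholipase Pla2g10 from 5.86 to 5.43 (-0.43). Pla2g2d (0.27), Pla2g3 (0.23) and colipase, Clps (-0.14), lay between the thresholds. Apoc2, the activator of lipoprotein lipase, had a log2 ratio of -0.61. Markers of pancreatic acinar cells, to which Cel and Pnliprp1 belong, were lower in the same comparison: 12 of 21 were below 0.77, with a median log2 ratio of -0.74. Without acinar genes, 1 of 12 lipases of the list was below 0.77. The phospholipase Plb1, which is on neither list, went from 9.06 to 6.88 (-2.18). None of 17 genes of fatty acid synthesis passed either threshold, with Srebf1 at -0.32 and Thrsp at -0.28.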

GO terms for DEGs with a less than 0.77 (log-ratio) fold change were detected in the ileum and showed that the top 15 GO terms included ‘lipid catabolic process’, ‘cellular lipid catabolic process’, ‘fatty acid metabolic process’, ‘digestion’, ‘positive regulation of triglyceride lipase activity’, and ‘positive regulation of lipid catabolic process’ (Figure 5). Furthermore, KEGG pathway analysis indicated that the upregulated pathways in the liver included the ‘PPAR signaling pathway’, ‘p53 signaling pathway’, ‘steroid biosynthesis pathway’, and ‘fatty acid degradation pathway’ (Figure 6). 

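Few members of each pathway passed the threshold in the liver, and none of those described here was below 0.77. Of 61 measured genes of PPAR signaling, 3 were above 1.3, where matched random lists held 0.254 on average. These were the fatty acid hydroxylase Cyp4a12a, which went from a log2 value of 7.60 to 8.07, the fatty acid-binding protein Fabp4, with a log2 ratio of 0.44, and the lipid droplet protein Plin5 (0.42). Pparg had 0.25, Acsl4 0.23 and Cyp7a1, the rate-limiting enzyme of bile acid synthesis, 0.19. The median of the list was 0, because 26 of the 61 genes had identical values on both arrays, and its mean was 0.04. None of 26 PPARα target genes passed the threshold; the highest was Acot1 (0.29). Cyp4a12a was the 1 member above 1.3 among 36 genes of fatty acid degradation. Among 44 genes of p53 signaling, Gadd45g, a stress-induced growth arrest gene, was above 1.3 (0.48), and Gadd45b had 0.34. For fatty acid degradation and p53 signaling, random lists held 0.118 and 0.278 genes above 1.3 on average. For both, 1 such gene is within the range of the random lists. With a threshold of 1.5-fold, no gene of PPAR signaling remained above it.

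**Figure D2:**
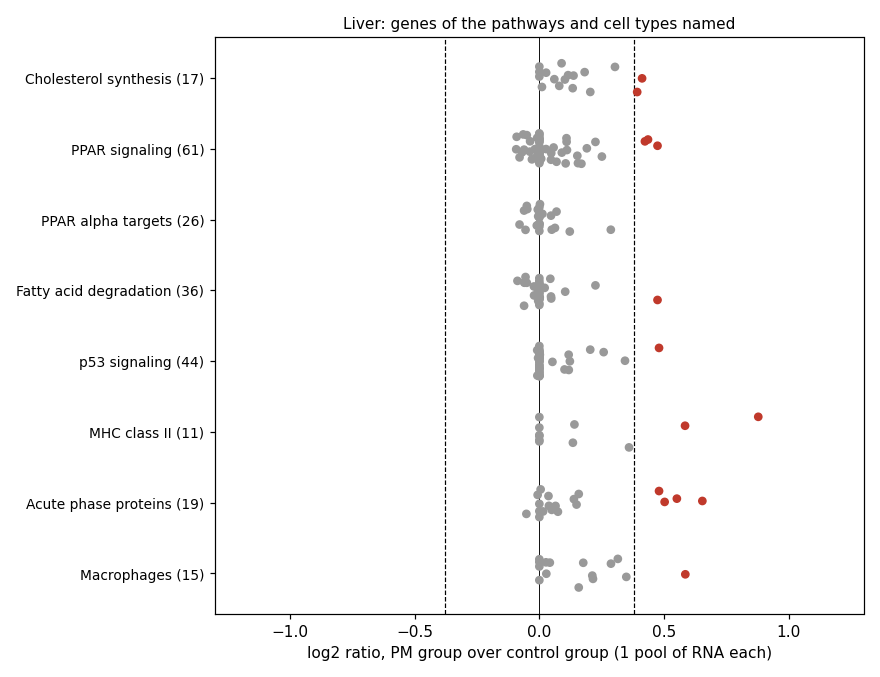
Log2 ratio of the PM group over the control group in the liver for each measured gene (points) of the lists named, with the number of genes in brackets; 1 pool of RNA per group. Red points lie above 1.3 and the dashed lines mark 1.3 and 0.77; 3 points of PPAR signaling and 2 of cholesterol synthesis are red.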

The downregulated pathways in the ileum included ‘fat digestion and absorption’, ‘protein digestion and absorption’, ‘PPAR signaling pathway’, ‘cholesterol metabolism’, ‘glycerolipid metabolism’, ‘steroid biosynthesis’, and ‘fatty acid degradation’.

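Protein-digesting enzymes of the pancreas were among the downregulated genes of the ileum. Of 29 measured genes of protein digestion and absorption, 7 were below 0.77 and none was above 1.3. Besides Cpb1 and Ctrb1, these were the pancreatic proteases Cpa1 (log2 ratio -1.76), Cela1 (-1.71), Ctrl (-1.40) and Cela3b, which lay at background level on both arrays, and the amino acid transporter Slc7a8 (-0.44). With values below the background level raised to it, 6 of the 29 were below 0.77. The 6 proteases are also markers of pancreatic acinar cells, as is Prss2, which lay between the thresholds, and of the 22 genes that are not acinar markers 1 was below 0.77. Of 15 collagen and elastin genes none passed a threshold. Of 41 genes of cholesterol metabolism and transport, 3 were below 0.77: Apoa4, Apoc2 and Abca1. Of 43 genes of glycerolipid metabolism, Cel and Pnliprp1 were below 0.77. Of 36 genes of fatty acid degradation, the alcohol dehydrogenase Adh1 was (-0.40), as the mean of 1 probe at -0.80 and 1 with identical values on both arrays. None of 17 genes of cholesterol synthesis was below 0.77 or above 1.3; Sqle had 0.24, Msmo1 0.21 and Hsd17b7 0.16.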

### 3.5. mRNA Expression Levels of Genes Involved in Lipid Metabolism in the Liver and Ileum

mRNA expression levels in the liver (a) and ileum (b) are shown in Figure 7. PPARα mRNA expression levels were significantly higher in the livers of mice in the PM group when compared with mice in the control group (*p* < 0.05; Figure 7a). SOD mRNA expression levels were significantly higher in the PM group in comparison with the control group (*p* < 0.05). No significant differences in the mRNA expression levels of the other genes analyzed were observed in the liver. PPARγ mRNA expression levels in the ileum were significantly lower in the PM group in comparison with the control group (*p* < 0.05; Figure 7b). The mRNA expression levels of AQP3 and AQP4 were significantly higher in the PM group, in comparison with the control group (*p* < 0.05). No significant differences in the mRNA expression levels of the other genes analyzed were observed in the ileum.

## 4. Discussion

### 4.1. Fat Digestion and Absorption Pathway in the Ileum

The purpose of this study was to explore the potential mechanism of lipid metabolism modulation by PM, using GO classification and KEGG pathway analysis. Our previous report showed that PM intake reduced postprandial glucose levels and serum LDL cholesterol, and increased serum sIgA concentrations in mice, when compared with control mice [20]. The food efficiency ratio calculated from body-weight gain and food intake tended to be lower in the PM group (statistically not significant), which is similar to our previous report [20]. In addition, although no significant difference was only observed in mesenteric fat weight, the total abdominal fat weight (epididymal, retroperitoneal, and mesenteric fat) was significantly decreased in the PM group (data not shown). We confirmed that PM improved lipid metabolism in mice fed a high-fat diet, which was consistent with our previous report [20], before continuing with microarray analysis. This is the first report analyzing mRNA expression in the ileum, after PM intake. Interactions between indigestible substances, such as dietary fiber and intestinal cells, are more likely to occur in the ileum than the jejunum. In addition, the ileum contains both bile acid transporters and many L cells, which contain several receptors. The ileum is also affected by digesta. Fold changes of >1.3 and <0.77 were adopted in the microarray analysis, which is a range that has previously been used [27,28,29]. 

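Genes of fat absorption were lower in the ileum of the PM group, together with markers of the proximal small intestine, of the cecum and colon, of goblet cells and of the pancreas. Of 22 measured genes of fat absorption and chylomicron assembly, 4 were below 0.77 and none was above 1.3, and 8 had identical values on both arrays. The median log2 ratio was -0.05 (percentile 0 among the matched random lists) and the mean was -0.21 (percentile 0.17 of random means). Matched random lists held 0.256 genes below 0.77 on average. Of 16 markers of proximal enterocytes 5 were below 0.77. Fabp1 and Apoa4 among them are also fat absorption genes below 0.77, so the 2 lists are not independent. The others were Lct, Creb3l3, a transcription factor of lipid genes (-0.63), and Rbp2, a retinol-binding protein (-0.78). Alpi had -0.31. Rbp2 is the mean of 2 probes at -0.37 and -1.19, and by the brighter probe alone it would lie between the thresholds, with 4 of the 16 below 0.77. None of 6 markers of distal ileum enterocytes passed a threshold. Of 9 markers of cecum and colon 3 were below 0.77: Car1 and, falling to background level, the water channel Aqp8 (at least 2.19-fold) and the hormone gene Insl5 (at least 1.35-fold). All 8 goblet cell markers were lower, none below 0.77, with a median of -0.08 (percentile 0.10) and a mean of -0.10 (percentile 2.79). The 8 probes annotated to several pancreatic amylase genes together, of which 5 have distinct values, had log2 values of 5.94 to 8.03 in the control group and lay at background level in the PM group. From GO classification and KEGG analysis, the paper reasons that fat digestion and absorption is a main downregulated pathway. From its previous report, in which paramylon appeared neither to inhibit the absorption of dietary fat nor to affect the microbiota, it proposes that paramylon might modify the absorption process and then inhibit chylomicron secretion.

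**Figure D3:**
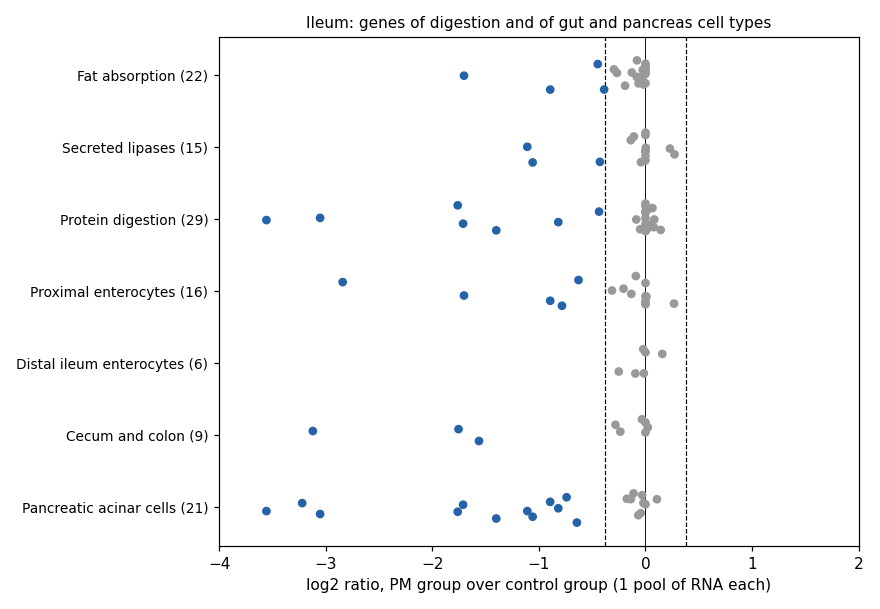
Log2 ratio of the PM group over the control group in the ileum for each measured gene (points) of the lists named, with the number of genes in brackets; 1 pool of RNA per group. Blue points lie below 0.77 and the dashed lines mark 1.3 and 0.77; 12 of 21 acinar cell markers and 4 of 22 fat absorption genes are blue.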

GO classification and KEGG pathway analysis consistently indicated that fat digestion and absorption was a key downregulated pathway in the ileum. Our previous report suggested that PM intake did not inhibit dietary fat absorption and did not affect microbiota constitution [20]; therefore, PM might modify the absorption process, and then inhibit chylomicron secretion. KEGG analysis of the fat digestion and absorption pathway suggested that PM suppressed the expression levels of scavenger receptor B1, FABP, ACAT, Apo A-IV, and ABCA1. 

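Apoa4, an apolipoprotein of chylomicrons, went from a log2 value of 11.16 in the control group to 10.26 in the PM group, a fold change of 0.538. The cholesterol exporter Abca1 went from 7.38 to 6.93 (fold change 0.733). Among the fatty acid-binding proteins, Fabp1 went from 6.25 to 4.54 (0.307) and Fabp2, the intestinal form, from 12.28 to 11.90 (0.764), while Fabp6, which binds bile acids in the ileum, had a log2 ratio of -0.25. Scarb1, the scavenger receptor for lipoproteins and cholesterol, went from 5.61 to 5.34, a fold change of 0.831 that lies between the thresholds. Of the genes that the name ACAT can stand for, Acat1 had identical values on both arrays, and Soat1, Soat2 and Acat2 were not analysed here. Plpp1, a lipid phosphate phosphatase, had a log2 ratio of -0.30.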

A reduction in chylomicron secretion is a possible mechanism in reducing LDL cholesterol and abdominal fat accumulation. This is a new hypothesis, showing a reduction in the fat digestion and absorption pathway in the digestive tract after PM intake. However, serum lipid analysis in the chylomicron fraction was not determined. Further studies are needed to prove this hypothesis regarding chylomicron metabolism in the small intestine. We intend to investigate the influence of PM intake on chylomicron metabolism in future studies.

### 4.2. PPAR Signaling Pathway in the Ileum

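Of 61 measured genes of PPAR signaling in the ileum, 3 were below 0.77 and none was above 1.3. Fabp1 and Fabp2 are carriers of fatty acids in enterocytes, and the third gene was Pck1, an enzyme of gluconeogenesis and glycerol synthesis, with a log2 ratio of -0.51. Me1 had -0.22 and Scd1 0.30, both between the thresholds. The receptor genes Ppara and Pparg had identical log2 values on both arrays, 6.09 and 5.67. Of the 61 genes, 31 were identical in this way, and matched random lists held 0.488 genes below 0.77 on average. Of 26 PPARα target genes, Fabp1 and Creb3l3 were below 0.77.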

KEGG pathway analysis showed downregulation of the PPAR signaling pathway in the ileum. A significant reduction in the expression of PPARγ mRNA in the ileum was observed in the PM group, in comparison with the control group (*p* < 0.05), and the same tendency was observed for PPARα (not statistically significant). PPARγ is a nuclear receptor that is involved in regulating lipid metabolism under high-fat diet conditions [30]. It is activated by fatty acids and their derivatives, and creates a lipid signaling network in the intestines, which are prone to inflammation when lipid metabolism is disturbed under high-fat diet conditions [31]. The expression of PPARs might be reduced through the reduction in fatty acid absorption; however, the expression levels of genes regulated by PPARs were not significantly altered. The data suggest that the contribution of PPARs on lipid metabolism in the ileum might be small.

### 4.3. Water Absorption Pathway in the Ileum

KEGG pathway analysis also showed upregulation of the water reabsorption pathway after PM intake. 

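Among 40 measured genes of vasopressin-regulated water reabsorption in the ileum, none was above 1.3 and 2 were below 0.77. The water channel gene Aqp4 went from a log2 value of 7.60 to 6.75 (fold change 0.552), and the transcription factor gene Creb3l3 from 8.94 to 8.31. Aqp3 went from 5.05 to 4.72 (fold change 0.794), and Aqp2 had identical values on both arrays. Of the list, 27 genes were identical and the mean log2 ratio was -0.06. Of 11 aquaporin genes, Aqp8 and Aqp4 were below 0.77 and none was above 1.3, with Aqp1 at -0.21 and Aqp5 at 0.14. Aqp8 is also a marker of cecum and colon, a list of 9 genes that was lower in the same comparison (median log2 ratio -0.24, percentile 0 among the matched random lists).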

The expression levels of AQP3 and AQP4 mRNA were significantly increased in the PM group compared to the control group (*p* < 0.05), but that of APQ2 was not (data not shown). AQP3 and AQP4 have been shown to be expressed in the gastrointestinal tract [32], and preliminary data suggested that aquaporin has a role in dietary fat processing [32]. The expression of aquaporins in the intestinal tract suggests that they are involved in the transport of intestinal fluid; however, there are very few studies reporting on their functional significance. Further studies are needed to elucidate that PM may affect intestinal epithelial cells and modify the function of the gastrointestinal tract, through AQPs.

### 4.4. Immunoglobulin Production

GO classification analysis showed many enhanced GO terms for immunoglobulin production in the ileum and liver. 

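Immunoglobulin variable genes were higher as a group in the ileum of the PM group, as were some markers of lymphoid tissue. In the ileum, 14 of 17 measured genes were higher, 2 were lower and 1 was identical, with a median log2 ratio of 0.19 (percentile 100 among the matched random lists). Iglv1 went from a log2 value of 9.36 to 10.95 (fold change 3.00), Ighv1-54 from 5.22 to 5.82 (1.52) and Igkv4-91 from 10.18 to 10.67 (1.41), and these 3 were above 1.3. Igkv9-120 was below 0.77 (0.710), Igkv8-19 had 1.28 and Igkv6-23 had 0.781. Only 2 of 12 constant genes were measured under 1 gene symbol, and Igha, the heavy chain of IgA, was not among them. Ighg3 had a log2 ratio of -0.49 as the mean of 2 probes, and the 7 probes of Ighm disagreed, from -0.36 to 0.92. Jchain, which joins IgA dimers, had 0.18. Of 8 markers of the epithelium over lymphoid follicles 6 were higher and none was lower (percentile of the median 99.94). Of 13 T cell markers 6 were higher and none was lower, and of 20 markers of B cells and follicles 8 and 2. In the liver 11 of the 17 variable genes lay at background level on both arrays; 6 of the 17 were higher and 7 lower, none was above 1.3, and 1, Igkv1-133, at background level on both arrays, was below 0.77. The 5 probes annotated to several immunoglobulin genes had a median log2 ratio of 0.10 and a highest fold change of 1.15 in the ileum, and of 0.09 and 1.52 in the liver. Probes of near-identical immunoglobulin genes can bind each other's RNA, so single members are uncertain. The difference between the tissues was not tested.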

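In the ileum, Tnfrsf13c, which encodes the BAFF receptor of B cells, went from a log2 value of 6.36 in the control group to 6.56 in the PM group (log2 ratio 0.20). Ccl28, a chemokine that draws IgA-producing cells to mucosa, went from 8.03 to 8.26 (fold change 1.17). Of 31 measured genes of the intestinal network for IgA production none was above 1.3 or below 0.77, and 18 had identical values on both arrays. Il5 had a log2 ratio of 0.13, Itga4 of 0.09 and Pigr, the receptor that carries IgA through the epithelium, of 0.04. Of 11 MHC class II genes 8 were higher, none was lower and none passed the threshold, with a median log2 ratio of 0.05. The fold changes were 1.28 for H2-Aa, 1.18 for H2-Eb1 and 1.16 for H2-Ab1, with H2-DMb1 at a log2 ratio of 0.18 and H2-Eb2 at 0.17.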

KEGG pathway analysis highlighted ‘TNF receptor superfamily member 13C (BAFFR)’, ‘major histocompatibility complex, class II (MHC class II)’, and ‘CC motif chemokine ligand 28 (CCL28)’, suggesting an upregulated intestinal immune network for IgA production. Serum sIgA concentrations were elevated by PM intake, which was consistent with our previous report [20]. PM may have an activating effect on intestinal epithelial cells, promoting the secretion of slgA [33]. A human study, involving the intake of *Euglena* *gracilis* EOD-1 biomass that was rich in PM, reported the production of PM-specific IgA antibodies and increased salivary IgA antibody titers [34]. Our data are in agreement with these previous reports. Further studies on the analysis of protein expression levels and intracellular signaling are needed to prove the activation of the IgA production pathway in the ileum.

### 4.5. PPAR Signaling Pathway in the Liver

GO classification analysis in the liver showed that the upregulated GO terms included ‘cholesterol metabolic process’, ‘secondary alcohol metabolic process’, and ‘sterol metabolic process’. KEGG pathway analysis showed that the upregulated pathways included the ‘PPAR signaling pathway’, ‘steroid biosynthesis pathway’, and ‘fatty acid degradation pathway’. Hepatic PPARα mRNA expression was significantly increased in the PM group, when compared with the control group (*p* < 0.05). It is speculated that the mRNA expression levels of ileal PPARs were decreased by a reduction in intestinal fatty acid absorption, whereas an increase in hepatic PPARα mRNA expression might be caused by an increase in abdominal fat degradation during the fasting period. The activation of PPARα might be a key pathway in hepatic metabolism, affecting downstream mRNA in the lipid catabolic process. We previously showed that PM intake increased hepatic PPARα mRNA expression and the subsequent induction of β-oxidation, through activation of ACOX, CPT and FATP2 mRNA expression [20]. We speculated that changes in fatty acid metabolism, through upregulation of the PPAR signaling pathway, may improve lipid and glucose metabolism. In this study, no significant differences in the expression levels of genes involved in lipid metabolism were detected between the PM and control groups; however, correlations were observed between PPARα mRNA and mRNA from genes involved in the pathway downstream of PPARα. It is well documented that PPARα exhibits significant anti-inflammatory properties [35]. The hepatic mRNA expression levels of SOD were significantly increased in the PM group, compared with the control group; GPX expression levels were also increased (not statistically significant). Therefore, upregulation of hepatic PPARα expression after PM intake plays a key role in anti-inflammation and modifying lipid metabolism.

### 4.6. Glucose Tolerance

PM reduced blood glucose levels at 15 min and 120 min in the OGTT, whereas PM reduced blood glucose levels at 60 min in the previous report [20]. The peak postprandial blood glucose rise was higher in this study than in the previous report, and the fasting serum insulin concentrations were also higher in this study than in the previous report. Therefore, it is possible that the experimental conditions of mice in this study were more sensitive to detecting a significant difference in the OGTT. Significant differences in serum insulin concentrations between groups were not detected in this study or the previous study. The previous study also showed that the mRNA expression of SREBP1c, controlled by insulin concentrations, was not affected by PM intake. Therefore, the contribution of serum insulin concentrations on lipid metabolism, by PM intake, may be small. However, since the insulin concentrations in the OGTT were not measured, and the insulin tolerance test was not performed, it was not possible to clarify how paramylon affected insulin sensitivity or resistance.

A major limitation of this study was that the possible mechanism for lipid metabolism was only speculated by mRNA expressions. A second limitation was that insulin concentrations were not measured during the OGTT test, to assess insulin resistance. Future studies are needed to elucidate the mechanism for glucose and lipid metabolism, by exploring the protein expression levels and insulin secretion.

## 5. Conclusions

In conclusion, PM intake reduced serum total and LDL cholesterol levels, and abdominal fat accumulation via suppression of the digestion and absorption pathway in the ileum, and activation of the hepatic PPAR signaling pathway. 

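Genes of glycolysis and gluconeogenesis, the pentose phosphate pathway and the citrate cycle changed little on the arrays. In the ileum, 1 of 30 measured genes of glycolysis and gluconeogenesis was above 1.3, the glucose-6-phosphatase gene G6pc (log2 ratio 0.40), and 1 was below 0.77, Pck1, which went from a log2 value of 6.82 to 6.30. Hk2 had 0.33 and Eno3 -0.31. In the liver none of the 30 passed a threshold, with Pck1 at 0.11 and G6pc at 0.06. None of 9 genes of the pentose phosphate pathway or 21 genes of the citrate cycle passed a threshold in either tissue. Mdh2 had -0.14 in the ileum. Carbohydrate digestion and absorption is a separate list. Of its 10 measured genes in the ileum, 4 were lower, 2 higher and 4 identical, and Lct (-2.84) was below 0.77. The mean log2 ratio of this list was -0.29 (percentile 0.07 of random means).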

Changes in the glucose metabolism pathway, by PM intake, were not detected in the GO classification and KEGG pathway analysis. PM intake might enhance sIgA concentrations via promotion of the immunoglobulin production pathway in the ileum. However, key molecules, such as endogenous ligands, to upregulate hepatic PPARα expression and intracellular signaling related to immunoglobulin production, were not determined. Further investigation is required to elucidate the molecular mechanism behind the improvement in lipid metabolism by PM intake. The improvement in lipid metabolism and enhanced gastrointestinal immune function suggests that PM intake may be useful in people who are sensitive to intestinal fermentation, such as those with gut fermentation syndrome.

## Figures and Tables

**Figure 1:**
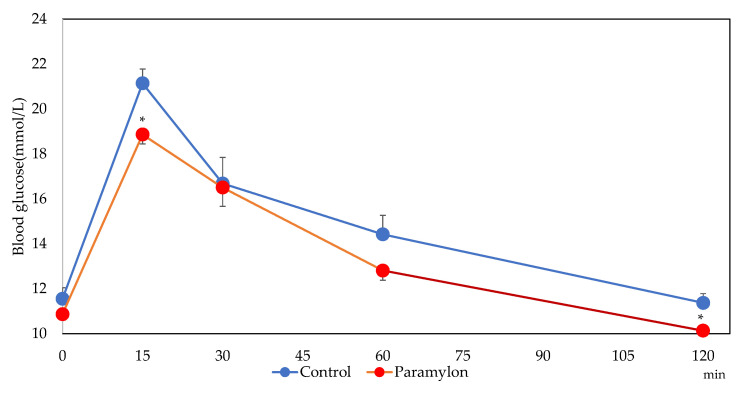
Blood glucose levels from the OGTT. Error bars represent standard error (*n* = 10). * Blood glucose levels were significantly lower at 15 min and 120 min in the PM group when compared with the control group (*p* < 0.05).

**Figure 2:**
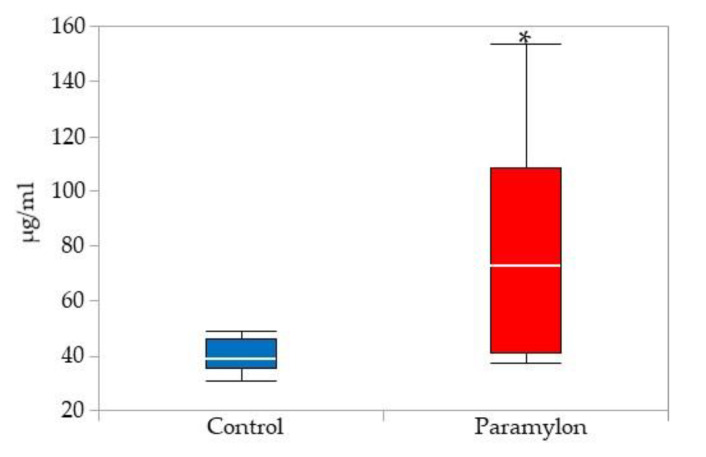
Serum sIgA concentrations. * Significantly different from the control group (Mann-Whitney test, *p* < 0.05).

**Figure 3:**
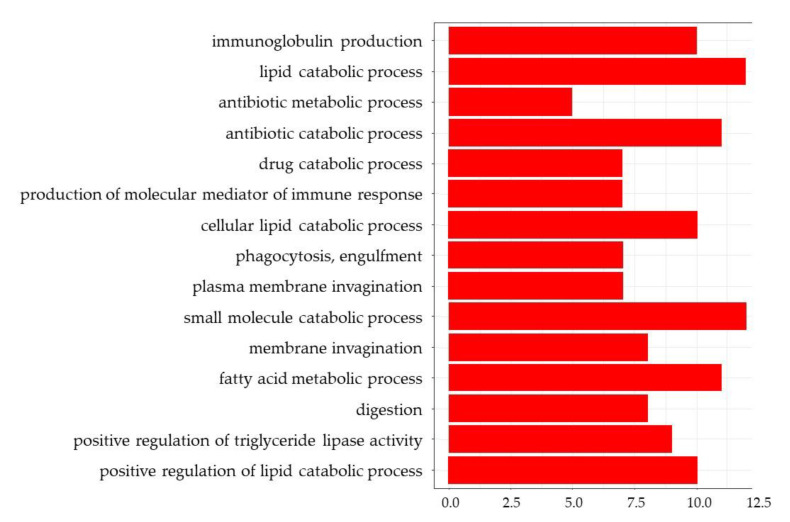
The top 15 GO terms from the Disease and Gene Annotations (DGAs) for upregulated genes in the liver.

**Figure 4:**
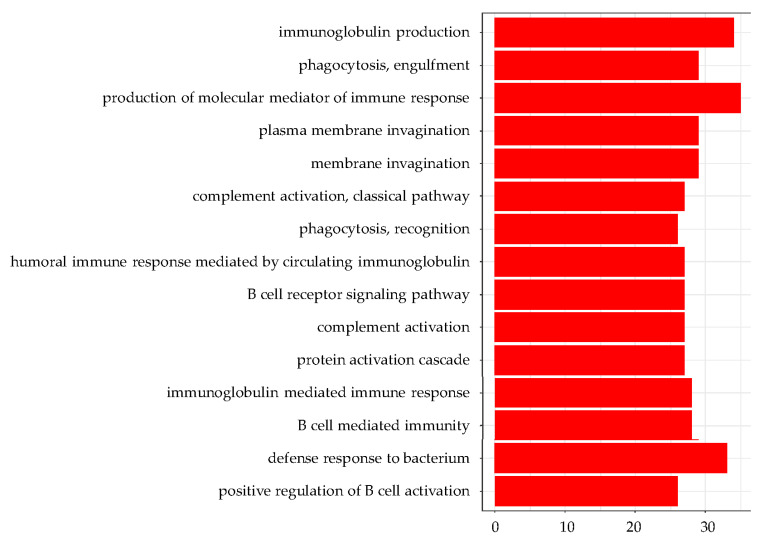
The top 15 GO terms from the DGAs for upregulated genes in the ileum.

**Figure 5:**
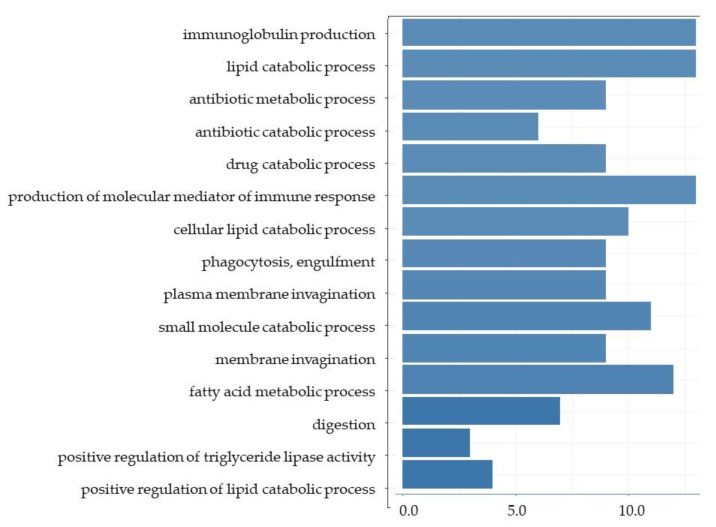
The top 15 GO terms from the DGAs for downregulated genes in the ileum.

**Figure 6:**
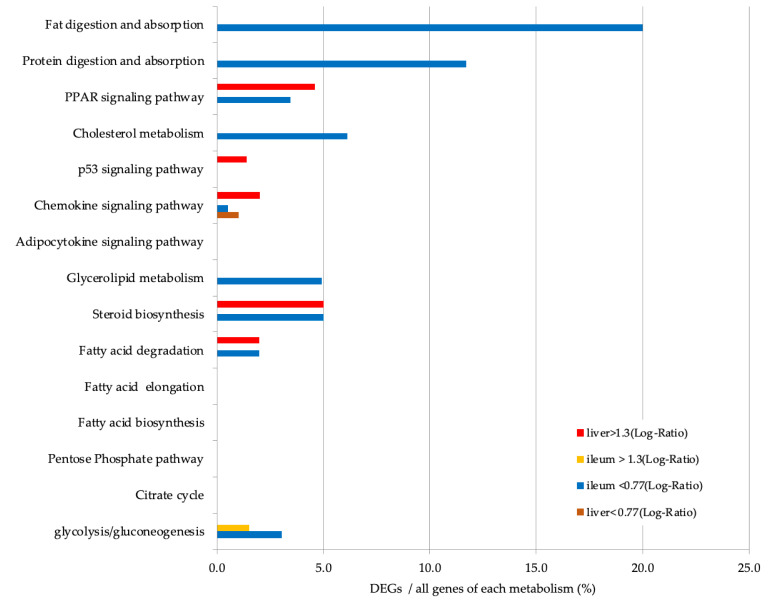
Percentage of upregulated (>1.3-fold difference to the control) and downregulated (<0.77-fold difference to the control group) differentially expressed genes (DEGs) in the liver and ileum. The y-axis shows the lipid metabolic pathway described in the Kyoto Encyclopedia of Gene and Genome (KEGG). The x-axis shows the percentage of DEGs per total genes involved in each pathway.

**Figure 7:**
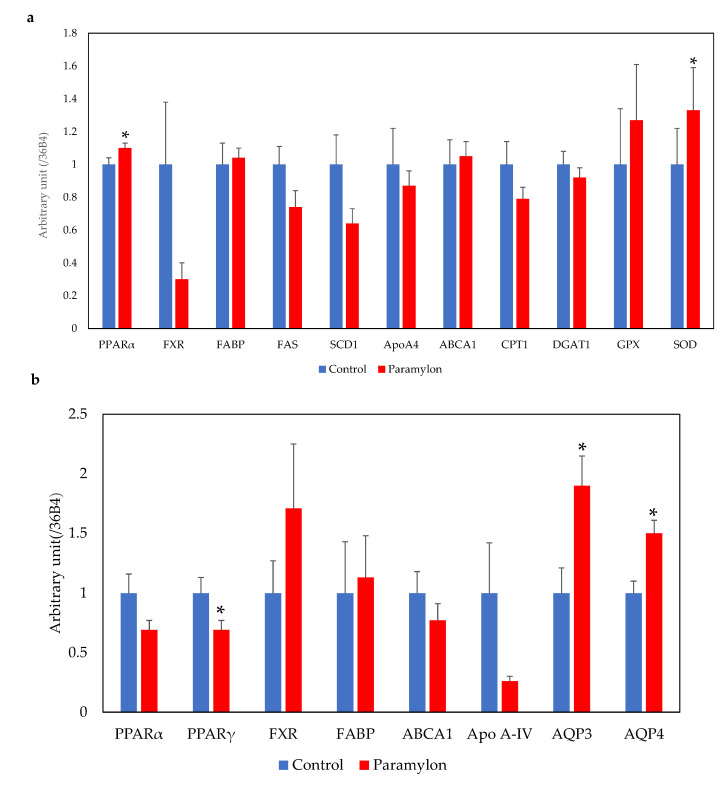
Relative expression levels of mRNAs involved in lipid metabolism in the liver (**a**) and ileum (**b**). Error bars represent standard error (*n* = 10). * Significantly different from the control group (*p* < 0.05). PPARα, peroxisome proliferator-activated receptor α; PPARγ, peroxisome proliferator-activated receptor γ; FXR, farnesoid X receptor; SCD1, stearoyl-CoA desaturase 1; Apo A-IV, apolipoprotein A-IV; ABCA1, ATP-binding cassette transporter A1; CPT1, carnitine palmitoyltransferase 1; DGAT1, diacylglycerol O-acyltransferase 1; GPX, glutathione peroxidase; SOD, superoxide dismutase; AQP 3,4, aquaporin 3,4.

**Table 1:** Test diet compositions (g/kg).

	Control	Paramylon
Corn starch	197.5	196.3
Dextrinized corn starch	132	132
Casein	200	200
Sucrose	100	100
Soybean oil	70	70
Lard	200	200
Cellulose	50	-
Paramylon	-	51.2
AIN-93G mineral mixture	35	35
AIN-93 vitamin mixture	10	10
L-cystine	3	3
Choline bitartrate	2.5	2.5
t-butylhydroquinone	0.014	0.014

**Table 2:** Body weight gain, food intake, food efficiency ratio.

	Control	Paramylon
Initial weight (g)	20.7 ± 0.2	20.7 ± 0.2
Final weight (g)	43.4 ± 0.7	42.3 ± 0.8
Body weight gain(g/day)	0.27 ± 0.01	0.25 ± 0.01
Food intake (g/day)	2.83 ± 0.03	2.85 ± 0.03
Food efficiency ratio (%) *	9.42 ± 0.19	8.93 ± 0.28

Values are means ± SE; * food efficiency ratio = body weight gain/food intake × 100.

**Table 3:** Weight of organs.

	Control	Paramylon
Liver (g)	1.47 ± 0.05	1.42 ± 0.05
Cecum with digesta (g)	0.27 ± 0.02	0.30 ± 0.03
Retroperitoneal fat (g)	0.98 ± 0.07	0.77 ± 0.09 *
Epididymal fat (g)	2.49 ± 0.06	2.33 ± 0.06 *
Mesenteric fat (g)	0.83 ± 0.07	0.73 ± 0.07

Values are means ± SE; * significantly different from the control group (*p* < 0.05).

**Table 4:** Serum lipid and insulin concentrations.

	Control	Paramylon
Total cholesterol (mmol/L)	5.06 ± 0.11	4.60 ± 0.16 *
LDL-cholesterol (mmol/L)	0.27 ± 0.02	0.21 ± 0.01 *
HDL-cholesterol (mmol/L)	2.17 ± 0.03	2.10 ± 0.04
Triglyceride (mmol/L)	0.76 ± 0.07	0.67 ± 0.04
NEFA (μmol/L)	536.9 ± 19.3	675.3 ± 26.2
Ketone body (μmol/L)	296.4 ± 44.6	330.6 ± 59.8
Insulin (ng/mL)	3.5 ± 0.6	2.2 ± 0.4

Values are means ± SE; * Significantly different from the control group (*p* < 0.05).

## Supplementary Materials

The following are available online at www.mdpi.com/2072-6643/13/10/3406/s1. Supplementary Materials and Methods microarray analysis; Table S1: primers used for real-time reverse transcription polymerase chain reaction; Supplementary Table S2: liver lipid levels.

# Supplementary material for: Microarray Analysis of Paramylon, Isolated from Euglena Gracilis EOD-1, and Its Effects on Lipid Metabolism in the Ileum and Liver in Diet-Induced Obese Mice
**Source:** Nutrients. 2021 Sep 27;13(10):3406. doi: 10.3390/nu13103406
**Supplement:** Supplementary file 1

2. Materials and Methods

2.5 DNA microarray analysis

The RNA integrity number (RIN) of all total RNA samples was obtained after a visual inspection of the Bioanalyzer electropherograms (Agilent Technologies Japan, Ltd., Tokyo, Japan). Samples with RIN values greater than 6.5 were used in the analysis, according to a previous report [26]. RNA was pooled by equal mixing of samples for each group (n = 10 per group) before DNA microarray analysis. Total RNA (100 ng) on the GeneChip WT PLUS Reagent Kit (Thermo Fisher Scientific, Inc., Waltham, MA, USA) was used for the microarray, according to the manufacturer's instructions. After fragmentation, samples were labelled with biotin, and the resultant single-strand cDNA was hybridized to the GeneArray Mouse 2.0ST Array using the Affymetrix 450 Fluidics Station and GeneChip Scanner 3000 7G, according to the manufacturer's instructions (Thermo Fisher Scientific, Inc., Waltham, MA, USA). Expression Console software, version 1.3 (Thermo Fisher Scientific, Inc.) with default robust multichip analysis parameters was used in the generation of expression values. The analyzes were performed by Kurabo Industries Ltd. (Osaka, Japan). Raw and standardized (logarithmic transformation) microarray data were registered in the Gene Expression Omnibus (GEO) at the National Center for Biotechnology Information (NCBI).

Table S1. Primers used in the real-time reverse transcription polymerase chain reaction.

	Forward	Reverse
**PPARα**	5'-AGGAAGCCGTTCTGTGACAT-3'	5'-AATCCCCTCCTGCAACTTCT-3'
**PPARγ**	5'-TGTCGGTTTCAGAAAGTGCCTTG-3'	5'-TTCAGCTGGTCGATATCACTGGAG-3'
**FXR**	5'-ACAGAACAAGTGGCAGGTC-3'	5'-CTGAAGAAACCTTTACACCCCTC-3'
**FABP**	5'-GACCTCATCCAGAAAGGGAAG-3'	5'-TTTTTCCCCAGTCATGGTCTC-3'
**FAS**	5'-CCTGGATAGCATTCCGAACCT-3'	5'-AGCACATCTCGAAGGCTACACA-3'
**SCD1**	5'-CCTTATACATTGCCAACACCAT-3'	5'-AGCCAACCCACGTGAGAGAA-3'
**Apo A-IV**	5'-CAGTGAGGAGCCCAGGATGTT-3'	5'-TCTACAGCCTCCTTGGCATT-3'
**ABCA1**	5'-CCTCAGCCATGACCTGCCTTGTAG-3'	5'-CCGAGGAAGACGTGGACACCTTC-3'
**CPT1**	5'-GATGGAGAGGATGTTCAACACTACAC-3'	5'-AGCCCTCATAGAGCCAGACCTT-3'
**DGAT1**	5'-GCTGAGTCTGTACCTACTTTTGG-3'	5'-AGGCTTGTAGAAGTGTCTGATGCA-3'
**GPX**	5'-GGGCAAGGTGCTGCTCATTG-3'	5'-AGAGCGGGTGAGCCTTCTCA-3'
**SOD**	5'-CAGCATGGGTTCACGTCCA-3'	5'-CACATTGGCCACACCGTCCT-3'
**AQP3**	5'-GCTTTTGGCTTCGCTGTAC-3'	5'-TAGATGGGCAGCTTGATCCAG-3'
**AQP4**	5'-GAGTCACCACGGTTCATGGA-3'	5'-CGTTTGAATCACAGCTGGC-3'
**Reference<br>36B4**	5'-GGCCCTGCACTCTCGCTTTC-3'	5'-TGCCAGGACGCGCTTGT-3'

PPAR α , peroxisome proliferator-activated receptor α ; PPAR γ , peroxisome proliferator-activated receptor γ ; FXR, farnesoid X receptor; SCD1, stearoyl-CoA desaturase 1; Apo A-IV, apolipoprotein A-IV; ABCA1, ATP-binding cassette transporter A1; CPT1, carnitine palmitoyltransferase 1; DGAT1, diacylglycerol O-acyltransferase 1; GPX, glutathione peroxidase; SOD, superoxide dismutase; AQP 3,4, aquaporin 3,4; 36B4, acidic ribosomal protein.

Table S2. Liver lipid levels.

	Control	Paramylon
Cholesterol ($\mu\text{mol/liver}$)	19.2 $\pm$ 1.9	20.5 $\pm$ 0.9
($\mu\text{mol/g liver}$)	12.8 $\pm$ 0.9	14.4 $\pm$ 0.2
Triglyceride ($\mu\text{mol/liver}$)	128.2 $\pm$ 14.7	117.4 $\pm$ 16.6
($\mu\text{mol/g liver}$)	85.3 $\pm$ 7.6	79.9 $\pm$ 8.5

Values are means $\pm$ SE, n=10.

How the deposited data were processed for this re-analysis (not part of the article)

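Total RNA from the ileum and liver of mice of the control group and the PM group was pooled by the authors, 10 mice per group, and each of the 4 pools was hybridized to 1 Affymetrix mouse gene array. There are no replicates: no test between groups was made, and no p-value was calculated. The number of arrays limits the precision of every value.

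The authors deposited log2 expression values made with robust multichip analysis in Expression Console 1.3 (name and version from the submitters' processing notes and the paper's supplement). Robust multichip analysis subtracts background, brings the arrays of a run to 1 distribution and summarizes the probes of a probe set. Which arrays were normalized together is not given in the sources used here; the medians differ between the tissues and are the same within a tissue, so comparisons were made only within a tissue. All columns of the value table were used.

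From the deposited log2 values, log2 ratios of the PM group over the control group were calculated for 41345 probes with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6; figures were drawn with matplotlib 3.10.9. Probes were named through the platform annotation, with symbols checked against RefSeq genes of GRCm38.p6 through the Entrez ID, which changed 0 symbols. Only probes with exactly 1 symbol name a gene (23521 probes, 22180 genes). No coordinates are given, since none were used.

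The lists of pathways, other gene groups and cell type markers, 65 in all, the thresholds (above 1.3 or below 0.77), the alternatives and the rule for named genes were fixed before the data were examined. Named genes are those the paper names, the 10 highest and 10 lowest log2 ratios per tissue among genes at or above the median level of all probes in at least 1 array, and, of each list described, up to 6 members with the largest absolute log2 ratio and any member past a threshold. A list's median was set against 10000 random lists drawn from genes in the same 20 bins of mean level. Since most genes have identical values on both arrays of a tissue, a list's median is often exactly 0. Its percentile is then near 50 whatever the other members do, and most other medians lie at an extreme percentile even when small. Numbers of members past a threshold and list means are given beside the median. Background level is the 95th percentile of probes of olfactory and vomeronasal receptors, taken from the higher of a tissue's 2 arrays (log2 3.67 in the ileum and 2.70 in the liver). This was chosen after the data were examined. Where a named gene past a threshold lay below that level on 1 array, its fold change is given as a lower bound against the level. Exact binomial intervals at 95% cover counting error only.

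The calculation of percentiles was tested on simulated data made from the log2 ratios of 22180 genes of each tissue, shuffled within level bins, with a known rise given to some of them. By the median, lists of raised genes lay in the highest 2.5 percentiles in 100% of 20 lists at a rise of 0.26, 0.58 or 1 in both tissues. These lists held raised genes only, so with most ratios at exactly 0 this outcome was nearly certain. Of the raised genes, 6.0% in the ileum and 4.5% in the liver passed 1.3-fold at a rise of 0.26, and 96.5% and 97.0% at a rise of 0.58. Of 100 lists with no raised gene, the mean lay outside the central 95% of random lists in 7 in the ileum and 5 in the liver. How often the median of such lists lies outside was not tested.

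Alternatives were thresholds of 1.5-fold and 2-fold, a log2 ratio beyond 1.3, filters at the median and the 75th percentile of level, probes with 1 gene symbol, no immunoglobulin probes, centring on the median, quantile normalization within a tissue, removal of the trend with level (lowess, span 0.3), the brightest probe of a gene, and the mean of a list. RT-PCR, serum and liver lipid data of single mice were not analysed here.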

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

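The tests of fat absorption genes outside the acinar list, of list means for B cells and plasma cells, of further lymphoid lists, and of the unnamed probes were chosen after the results were seen.

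In the ileum, protein- and fat-digesting enzymes were lower in the PM group, as were pancreatic acinar cells as a list (median log2 ratio -0.74), which the paper does not report on. Pancreatic tissue in the control pool may account for the pancreatic enzymes: the acinar list lay at percentile 0 of matched random lists. Its 11 genes outside the digestion lists had a median log2 ratio of -0.11 (percentile 0.01, where ties at 0 make most other medians extreme). Of them 4 were below 0.77: Sycn (at least 8.42-fold), Reg1 (4.87 to 3.98), Try4 (6.48 to 5.74) and Klk1 (10.66 to 10.01). Klk1 was thus high in the PM pool too. The probes of pancreatic amylase, 5 of 8 with distinct values, were at least 4.83-fold lower, down to background level. Clps (8.50 and 8.37) and Spink1 (10.08 and 10.19), abundant in acinar cells, and Prss2 and Ctrc, both near background, stayed between the thresholds. Clps and Spink1 were high in the PM pool too, where amylase lay at background level. Their signal there need not come from pancreas, so they cannot decide the question. Pancreatic tissue would not account for the fat absorption list, in which 4 of 22 genes, none an acinar marker, were below 0.77, against 0.256 on average in random lists. A more distal piece of gut throughout the PM pool is argued against by the distal ileum list (percentile 3.74) and the cecum and colon list (median -0.24, percentile 0), which were not higher. These lists do not test for tissue of other gut segments in the control pool, where proximal markers (median -0.11) and cecum and colon markers were both higher. A lower share of epithelium stays open, since the goblet list was low (-0.08, percentile 0.10) but the Paneth list lay at percentile 48.87, and so does an effect of the diet, which 1 pool per group cannot separate from the dissection.

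Immunoglobulin variable genes were higher in the ileum of the PM group. Of them 17.6% were above 1.3 with a lower exact bound of 3.80%, over the upper bound of 2.14% for silent receptors. This comparison cannot decide on noise: 0 of the 17 genes lay at background level on both arrays, and near-identical genes are not independent. Random lists of genes of similar level held 0.0841 genes above 1.3 on average, against 3 here. More follicle tissue or more plasma cells in the PM pool may each account for the higher variable genes and could not be excluded: the medians of both lists were 0 by ties (percentiles 49.98 and 49.62, with 10 of 20 and 5 of 10 genes identical), and the means lay at percentiles 97.96 and 86.7. Epithelium over follicles (percentile 99.94, 6 of 8 genes higher, none lower) and the mean of T cells (99.14) went with more follicle tissue, but were turned to after the data were seen and do not decide it. An effect of the diet stays open as well and was not tested apart from these.

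Most probes past the thresholds have no gene name here. Low signal is argued against as the whole cause, since 74.4 of the 5333 lowest-numbered probes would have been past a threshold in the ileum at the rate of named probes of equal level, and 1951 were. These probes may be of a different kind (36.6% of them were past a threshold in the ileum). Only 5.68% of them had identical values on both ileum arrays, against 70.5% of probes with 1 gene symbol and 54.1% of the other unnamed probes. In the liver the shares were 6.43%, 72.0% and 58.6%. They thus behave differently from both, but the annotation used here does not name what they measure. No biological explanation was tested.

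Further lists that the paper does not discuss had a median at either extreme of the matched random lists. Most genes have identical values on both arrays, so small medians qualify. In the ileum these were complement (0.0143), heat shock proteins (-0.0448), epithelial antimicrobial genes (0.1013, but with a mean of -0.128 at percentile 1.05 because of Retnlb), small nucleolar RNA genes (-0.0075), T cell receptor genes (0.0304, with 6 of 8 genes at background level on both arrays), epithelium over follicles with M cells (0.0643), goblet cells (-0.0754), proximal enterocytes (-0.1117), cecum and colon epithelium (-0.2363) and adipocytes (0.0173). In the liver these were acute phase proteins (0.0495), small nucleolar RNA genes (0.0294) and macrophages and dendritic cells (0.158). Small nucleolar RNA genes were lower in the ileum and higher in the liver, and this difference was not tested.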

How the results depend on the processing

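The setting without the lowest-numbered probes, the digestion lists without acinar genes, the numbers of members in random lists, the overlap of the tissues expected by annotation class, and the lower bounds against background level were chosen after the data were examined. No paired analysis was possible because each group has 1 array of pooled RNA. At background level, 2.60% of silent receptor probes in the ileum and 2.24% in the liver were past a threshold, which limits single probes. The causes of the changes below were not tested, except that a stricter threshold or a filter leaves fewer probes.

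Counts are given in the order ileum above and below, liver above and below. They were 710, 824, 690 and 694 at 1.5-fold, 181, 246, 204 and 182 at 2-fold, and 84, 117, 95 and 70 at a log2 ratio beyond 1.3. They were 802, 904, 954 and 942 at or above the median level, 268, 336, 340 and 266 at or above the 75th percentile, 136, 197, 133 and 103 with 1 gene symbol, and 517, 595, 564 and 461 without the lowest-numbered probes. Centring, quantile normalization, removal of the trend and leaving out immunoglobulin probes kept all 4 counts within 1.5 times.

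In the ileum, quantile normalization, removal of the trend and the mean gave -0.0543, -0.059 and -0.2098 for fat absorption, -0.0159, -0.0139 and -0.4291 for protein digestion, 0.0016, 0.0029 and -0.0477 for PPAR signaling, 0.1741, 0.1748 and 0.2263 for immunoglobulin variable genes, 0.0649, 0.0589 and 0.1181 for MHC class II, and -0.7316, -0.7301 and -0.9737 for acinar cells. For secreted lipases, removal of the trend gave 0.0033 and the mean -0.1586. In the liver the same 3 settings gave -0.0039, -0.0068 and 0.0426 for PPAR signaling and 0.0781, 0.0809 and 0.1323 for cholesterol synthesis, and the first 2 gave 0.1427 and 0.1372 for macrophages. With genes at or above the median level, the medians were 0.111 for MHC class II, -1.0589 for acinar cells and 0.1 for liver macrophages. Of 126 list medians, 1 turned from a called direction to the other: ileal epithelial antimicrobial genes, from 0.10 to a mean of -0.128, in which Retnlb has -4.47. Of 567 log2 ratios of genes that the rule for named genes covers, none of those past a threshold changed sign. Quantile normalization moved them by up to 0.0552, removal of the trend by up to 0.0344 and the brightest probe by up to 0.7955. In 3 genes the ratio came to lie between the thresholds: with the brightest probe, ileal Cyp2c55 went from -0.7955 to 0 and Rbp2 from -0.7836 to -0.3736, and liver Cyp51 went from 0.3924 to 0.3631 with quantile normalization and 0.3707 without the trend. With the brightest probe, Adh1 (-0.80) and Ighg3 (-0.98) in the ileum stayed below 0.77. The brightest probe is the one with the highest mean over all 4 arrays. For Cyp2c55 it is not the probe that was brighter in the ileum, which went from 6.84 to 5.25 there (-1.59). With values below background level raised to it, 9 of 252 counts of list members moved and none reversed; acinar genes below 0.77 in the ileum were then 11 of 21.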

Differences from the paper's values

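The numbers of probes screened, upregulated and downregulated equal those of the paper. The shares below are of pathway lists written from general knowledge, which are not the KEGG lists of Fig. 6, so the members differ. They are also shares of the measured genes, whereas Fig. 6 gives shares of all genes of a pathway.

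For p53 signaling in the liver, 1 of 44 measured genes (2.27%) was above 1.3, where the paper shows about 1.4% in Fig. 6, read by eye. The list holds 51 genes, and a share of all of them would be lower, so this difference may come from the denominator. The value was 0% at 1.5-fold and 2.56% with genes at or above the median level, and none of the alternatives set before the data were examined came within 1.5 times. For cholesterol synthesis (steroid biosynthesis) in the liver it was 11.8%, where the paper shows about 5.0% in Fig. 6, read by eye. Quantile normalization and removal of the trend, both set before the data were examined, gave 5.88%, within 1.5 times of the paper's value, and centring, the brightest probe, the filter at the median level and the threshold of 1.5-fold did not come within it. For the same list in the ileum, 0% of the genes were below 0.77, where the paper shows about 5.0% in Fig. 6, read by eye, and the value was 0% under every alternative set before the data were examined. For glycolysis and gluconeogenesis in the ileum, 1 of 30 measured genes (3.33%) was above 1.3, where the paper shows about 1.5% in Fig. 6, read by eye. It was 0% at 1.5-fold and 3.57% with genes at or above the median level, and no alternative came within 1.5 times.

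The paper states that water reabsorption was upregulated in the ileum and that AQP3 and AQP4 were higher by RT-PCR of single mice. On the pooled arrays Aqp3 had a log2 ratio of -0.33 and Aqp4 of -0.86, no gene of water reabsorption was above 1.3, and centring, quantile normalization and removal of the trend kept both signs. Aqp2 was identical on both arrays, and the paper also reports no rise of it.

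The paper names scavenger receptor B1 among the suppressed genes and BAFFR, CCL28 and MHC class II among the upregulated ones in the ileum. Scarb1 (log2 ratio -0.27), Tnfrsf13c (0.20), Ccl28 (0.23) and H2-Aa (0.36) lay in the stated direction between the thresholds, and no setting took them past 1.3 or 0.77. Fabp1, Fabp2, Apoa4 and Abca1, which it also names or includes, were below 0.77.

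The paper reports enhanced terms for immunoglobulin production in the liver as well. None of 17 immunoglobulin variable genes with 1 symbol was above 1.3 in the liver under any setting that gives 1 value per gene. Of the 3 probes of Igkv5-43, 1 at low signal had a log2 ratio of 0.40 and was above 1.3, and the others had 0 and 0.34, while 5 probes annotated to several immunoglobulin genes had log2 ratios of 0 to 0.60.

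By RT-PCR of single mice the paper finds higher PPARα and SOD in the liver and lower PPARγ in the ileum. On the arrays of pooled RNA, Ppara in the liver had a log2 ratio of 0.03 and Sod1 of 0.06. Pparg in the ileum had identical values, as had 57.9% of all probes there, so this is weak evidence of no change. For the other genes of the ileum the paper finds no significant difference by RT-PCR, Apo A-IV, ABCA1 and FABP among them. On the arrays Apoa4 had a fold change of 0.538, Abca1 of 0.733, Fabp1 of 0.307 and Fabp2 of 0.764, all below 0.77; the mean bars of Apo A-IV and ABCA1 in Fig. 7 are also lower in the PM group, and that of FABP is not.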

Other observations

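The liver of the PM group had higher levels of some macrophage and acute phase genes. Of 15 macrophage and dendritic cell markers 11 were higher and none was lower, and the scavenger receptor gene Marco was above 1.3 (log2 ratio 0.59), with the Kupffer cell genes Timd4 at 0.35 and Vsig4 at 0.31. Of 19 acute phase genes 4 were above 1.3, among them Saa3 (0.55), Orm2 (0.50) and Lcn2 (0.48). Chemokine and receptor genes were mixed: of 47, 8 were higher, 7 lower and 32 identical. Besides Ccl5, Cxcl13 (0.60), Cxcl1 (0.53) and Cxcl9 (0.47) were above 1.3, Ccl4 (-0.39) was below 0.77, and Ccr7 and Ccl7 had -0.32 each. The MHC class II gene H2-Aa went from 5.50 to 6.08 in the liver. Mup21, a major urinary protein gene, had 0.46.

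In the ileum, 3 of 16 xenobiotic cytochromes P450 were below 0.77: Cyp2c65 (-0.96), Cyp3a25, which fell to background level (at least 1.75-fold), and Cyp2c55 (-0.80), the last as the mean of 1 probe at -1.59 and 1 with identical values. Of 11 antimicrobial genes of the epithelium 7 were higher and 2 lower. Saa3 was above 1.3 and Retnlb below 0.77 (-4.47), Nos2 and Duox2 had 0.37 each and Reg3a 0.28, and the mean of the list was -0.13. The complement genes C4b (0.36) and Cfi (0.34) lay below the threshold. A probe annotated to several serum amyloid A genes had a log2 ratio of 0.64 in the ileum and 0.45 in the liver.

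Of genes measured by RT-PCR in Fig. 7 and not given elsewhere, Nr1h4 had a log2 ratio of 0.11 in the ileum, and Scd1 had -0.07 and Gpx1 -0.03 in the liver. The reference gene Rplp0 had -0.02 in the ileum.

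Probes past a threshold in both tissues numbered 255 above 1.3 and 256 below 0.77. With 1 rate for all probes 51.0 and 56.7 were expected, but the rates differ by annotation class, and with rates by class, an alternative chosen after the data were examined, 171 and 202 were. Among probes with 1 gene symbol the numbers were 7 (0.769 expected) and 4 (0.863 expected). The correlation of the log2 ratios between the tissues, across all probes, was 0.0200, and probes are not independent replicates.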
